A study of Arabidopsis thaliana with 36 samples. Its data were reported in "ARGONAUTE10 promotes the degradation of miR165/6 through the SDN1 and SDN2 exonucleases in Arabidopsis" (2017).

How the data were processed

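Small RNAs of Arabidopsis seedlings and inflorescences, from total RNA or from AGO1 and AGO10 immunoprecipitates, were sequenced on an Illumina platform in 36 libraries, 34 made with the TruSeq kit and 2 by a barcoded method. The authors deposited 1 list per library of distinct read sequences with the raw read count of each, with identical reads collapsed. The labels do not state how adapters were removed or reads filtered by length, and no genome alignment is named. Reads were 18 to 42 nt long, or 18 to 29 nt in the barcoded libraries, and library totals ran from 5601466 to 33915508 reads. The counts were used as deposited, without pooling replicates.

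A hand-written list of 76 mature miRNA sequences was compared with the annotated mature miRNAs of the TAIR10.1 assembly, in which 75 were found. miR780 was not and was left out. Sequences with the same first 18 bases were joined, which gave 64 miRNAs or families. A read was assigned to the miRNA with which it shared the longest match from the 5′ end, of at least 15 nt. It was full-length, truncated-only (3′ bases missing), tailed-only (bases added), or truncated and tailed, with tails of at most 8 nt. Reads whose bases after the first mismatch matched the miRNA again for 2 or more bases were left out as substitutions, as were reads that tied between miRNAs and reads with undetermined bases. Since no read was shorter than 18 nt, a truncated-only read of a 21-nt miRNA had lost at most 3 nt.

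Libraries were grouped by genotype, antibody and experiment as the labels give them. Truncation was tested per miRNA on the truncated and the other reads of each library with edgeR's quasi-likelihood F test, with a coefficient per library and the interaction of read class and group tested. Truncated-only and truncated-and-tailed reads together were the truncated class, except in the immunoprecipitates, where it was truncated-only reads. Abundance was tested by the same method on all reads of a miRNA, with the total reads of the library as its size, or the sum of miRNA reads in the immunoprecipitates. Only the groups compared entered a fit, without a replicate block. The miRNAs tested had more than 10 RPM (reads per 1000000 reads of the library) in every library of the comparison, or more than 1 RPM in at least 1 immunoprecipitate. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg, and the threshold was 0.05. The study's methods name no count model. A term for sdn1 sdn2 by hen1 was tested over the 8 libraries of the hen1 experiment. Standard errors were derived from the F statistic. Groups of 1 library were given as shares with Wilson 95% intervals, and differences between them as log2 odds ratios or log2 ratios with 95% normal intervals on the log scale, all of which cover counting error only.

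The text names miR165 and miR166 in every comparison, miR168 and miR173 where abundance was compared, and in each replicated comparison up to 3 other miRNAs with the largest change among those past the threshold for which every library of a group lay beyond every library of the other group.

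The alternatives were a minimum match of 17 or 13 nt, substitution reads counted as truncated and tailed, only full-length reads as the other class, truncated-only reads, limma on log2 odds with 0.5 added to each count, expression filters of 1 or 100 RPM or none, TMM scaling, DESeq2, the sum of miRNA reads as library size, full-length reads only, all groups of an experiment in 1 fit, the replicate number as a block, and each replicate left out in turn. Tails of any length, the exclusion of templated 3′ additions, and crossed replicate numbers were added after the data were seen. Whether replicate numbers pair the libraries was checked by the correlation, across miRNAs, of the deviations of same-numbered libraries from their group means.

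The models were tested on simulated data drawn from the means and library sizes of the real libraries, in 6 simulations per model of 1000 features, of which 200 changed 3-fold. The truncation model recovered 35.5% to 98.5% of the changed features and the abundance model 15.5% to 100%. At most 5.33% and 5.73% of the calls were false. Without any change, 3.5% to 6% and 4.4% to 6% of features had a p under 0.05. The spread between libraries was set by hand, not taken from the real libraries, and was independent for each feature. The immunoprecipitates were not simulated. These rates therefore describe that setting, and not deviations shared between miRNAs or the smaller number of miRNAs tested. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.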

Results

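Small RNAs were sequenced from 36 libraries of Arabidopsis thaliana. 6 libraries came from RNA bound to ARGONAUTE proteins (AGO1 or AGO10, 3 each) in seedlings that overexpress AGO10 (AGO10 OE), precipitated with an antibody to AGO1 or, for YFP-tagged AGO10, to GFP. These held 8702411 to 33915508 reads. The labels were followed for the plants used, and the paper's results also name AGO10 OE. Its data list instead gives Col for these libraries. Its methods can be read as taking AGO10 from another line, so whether both proteins came from the same plants stayed open. Another pair of AGO1 immunoprecipitates, 1 from the wild type Col and 1 from AGO10 OE, was made by a barcoded method and held 8787752 and 12411705 reads. Total RNA of Col and AGO10 OE seedlings (3 libraries each) gave 6454389 to 27733451 reads, and 1 library of AGO10 OE 4mAGO1 seedlings gave 10085296. A seedling pair labelled I_s (AGO10 OE, and AGO10 OE without the exonucleases SDN1 and SDN2) held 7136538 and 5601466 reads, and an inflorescence pair labelled II_f held 11761145 and 14757329. The hen1 experiment had 2 seedling libraries each of Col, sdn1 sdn2, hen1 (a mutant of the methyltransferase that protects miRNA 3′ ends) and hen1 sdn1 sdn2, with 5653809 to 25335005 reads. The last experiment had 3 seedling libraries each of the wild type Ler and of the ago10 mutants pnh-2 and ago10-13, with 6629938 to 16077215 reads. Genotypes were taken from the labels, since small RNA reads do not measure the transcripts of the mutated genes.

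The miRNAs in question were miR165 and miR166, 21 nt long, which share their first 16 bases and differ by C17T (miR165 first, positions counted from 1 at the 5′ end). A read truncated before that base cannot be told apart between them. On the TAIR10.1 assembly, miR165 lay in the annotated miRNA genes MIR165a (AT1G01183, chromosome 1, 78932–78952) and MIR165b (AT4G00885, chromosome 4, 369856–369876). The miR166 sequence lay in MIR166a (AT2G46685, chromosome 2, 19176241–19176261), MIR166b (AT3G61897, chromosome 3, 22922301–22922321), MIR166c (AT5G08712, chromosome 5, 2838737–2838757), MIR166d (AT5G08717, chromosome 5, 2840708–2840728), MIR166e (AT5G41905, chromosome 5, 16775524–16775544), MIR166f (AT5G43603, chromosome 5, 17516378–17516398) and MIR166g (AT5G63715, chromosome 5, 25504882–25504902). Identical copies share their reads, so no value below for the mature miR165 or miR166 sequence belongs to a single gene.

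The other miRNAs named below lay in annotated miRNA genes as well. miR394 came from MIR394a (AT1G20375, chromosome 1, 7058207–7058226) and MIR394b (AT1G76135, chromosome 1, 28568821–28568840), miR167abd from MIR167a (AT3G22886, chromosome 3, 8108090–8108110), MIR167b (AT3G63375, chromosome 3, 23406177–23406197) and MIR167d (AT1G31173, chromosome 1, 11137556–11137577), and miR163 from MIR163 (AT1G66725, chromosome 1, 24884359–24884382). miR168 came from MIR168a (AT4G19395, chromosome 4, 10578652–10578672) and MIR168b (AT5G45307, chromosome 5, 18358873–18358893), and miR173 from MIR173 (AT3G23125, chromosome 3, 8236161–8236182). miR319 came from MIR319a (AT4G23713, chromosome 4, 12353109–12353129), MIR319b (AT5G41663, chromosome 5, 16660469–16660489) and MIR319c (AT2G40805, chromosome 2, 17029870–17029890). miR159 came from MIR159a (AT1G73687, chromosome 1, 27713234–27713254), MIR159b (AT1G18075, chromosome 1, 6220813–6220833) and MIR159c (AT2G46255, chromosome 2, 18994826–18994846), and miR161.2 from MIR161 (AT1G48267, chromosome 1, 17825722–17825742). miR396 came from MIR396a (AT2G10606, chromosome 2, 4142443–4142463) and MIR396b (AT5G35407, chromosome 5, 13611808–13611828), and miR393 from MIR393a (AT2G39885, chromosome 2, 16652111–16652132) and MIR393b (AT3G55734, chromosome 3, 20691657–20691678). miR399bc came from MIR399b (AT1G63005, chromosome 1, 23345387–23345407) and MIR399c (AT5G62162, chromosome 5, 24962568–24962588), miR858a from MIR858a (AT1G71002, chromosome 1, 26773695–26773715), and miR162 from MIR162a (AT5G08185, chromosome 5, 2634936–2634956) and MIR162b (AT5G23065, chromosome 5, 7740610–7740630). miR823 came from MIR823 (AT3G13724, chromosome 3, 4496826–4496846), miR447ab from MIR447a (AT4G03445, chromosome 4, 1528190–1528211) and MIR447b (AT4G03455, chromosome 4, 1535482–1535503), and miR164 from MIR164a (AT2G47585, chromosome 2, 19520770–19520790), MIR164b (AT5G01747, chromosome 5, 287586–287606) and MIR164c (AT5G27807, chromosome 5, 9852684–9852704). miR398 came from MIR398a (AT2G03445, chromosome 2, 1041012–1041032), MIR398b (AT5G14545, chromosome 5, 4691107–4691127) and MIR398c (AT5G14565, chromosome 5, 4694778–4694798), and miR403 from MIR403 (AT2G47275, chromosome 2, 19415154–19415174). miR157 came from MIR157a (AT1G66783, chromosome 1, 24913276–24913296), MIR157b (AT1G66795, chromosome 1, 24921104–24921124) and MIR157c (AT3G18217, chromosome 3, 6244673–6244693). miR156 came from MIR156a (AT2G25095, chromosome 2, 10676534–10676553), MIR156b (AT4G30972, chromosome 4, 15074945–15074964), MIR156c (AT4G31877, chromosome 4, 15415491–15415510), MIR156d (AT5G10945, chromosome 5, 3456713–3456732), MIR156e (AT5G11977, chromosome 5, 3867213–3867232) and MIR156f (AT5G26147, chromosome 5, 9136126–9136145).

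The first question was whether SDN1 and SDN2 trim miRNAs whose 3′ ends lack the methyl group. In hen1, 72.6% ± 4.94 (SD, n = 2) of miR166 reads and 45.8% ± 4.22 (SD, n = 2) of miR165 reads were truncated, with or without an added tail. In hen1 sdn1 sdn2 the shares were 17.7% ± 1.81 (SD, n = 2) and 9.33% ± 0.795 (SD, n = 2). The log2 odds ratio of truncation was −3.63 ± 0.21 (SE) for miR166 (edgeR adjusted p = 4.73e-05) and −3.04 ± 0.21 (SE) for miR165 (edgeR adjusted p = 6.62e-05). Of 18 miRNAs tested, 7 were past the threshold and all 7 were less truncated in hen1 sdn1 sdn2. At an expression filter of 100 RPM (reads per 1000000 reads of the library) in place of 10, 3 of the 7 tested were past it. With full-length reads alone as the other class 12 of 18 were, which moved this count most. With truncated-only reads 5 were past it, 4 less truncated in hen1 sdn1 sdn2 and 1 more. With the replicate number as a block, a pairing taken from the labels, 6 miRNAs were past the threshold and miR163 was not (edgeR adjusted p = 0.0529), although the deviations of same-numbered libraries correlated by −0.084. Both miRNAs fell in either pairing of the libraries, by log2 odds differences between −2.77 and −4.01.

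miR394 fell from 26.8% ± 1.54 to 13.4% ± 3.34 (SD, n = 2; log2 odds ratio −1.39 ± 0.20 SE, edgeR adjusted p = 0.00251). The fall of miR167abd was from 88.5% ± 1.00 to 78.1% ± 0.425 (SD, n = 2; −1.13 ± 0.20 SE, edgeR adjusted p = 0.00571), and that of miR163 from 88.4% ± 0.111 to 80.8% ± 2.72 (SD, n = 2; −0.87 ± 0.19 SE, edgeR adjusted p = 0.0145). The direction of the last pair depended on the read class, since counting truncated-only reads gave log2 odds ratios of 0.27 for miR167abd and 1.13 for miR163. Plotting the truncated share of each miRNA in both genotypes set miR165 and miR166 apart from the rest.

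**Figure D1:**
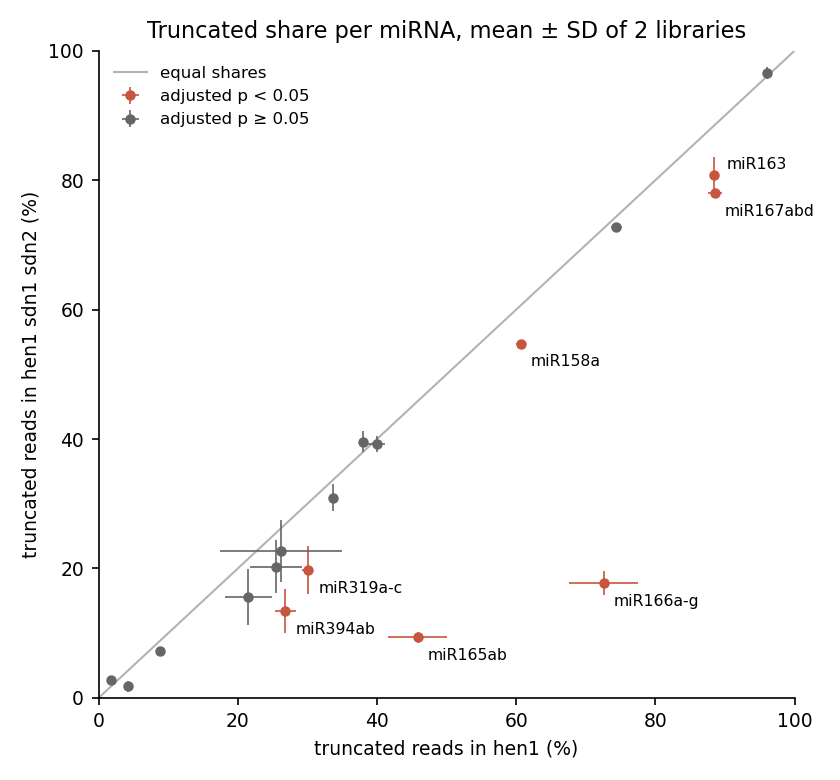
Truncated reads (% of reads of the miRNA) in hen1 on the x axis and in hen1 sdn1 sdn2 on the y axis, 1 point per miRNA (18 miRNAs), as the mean with SD bars of 2 libraries per genotype. The point of miR166 lies at 72.6% and 17.7%, and that of miR165 at 45.8% and 9.33%, farthest below the line of equal shares.

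Without the hen1 mutation, the loss of SDN1 and SDN2 left no miRNA past the threshold among 26 tested, and 1 had an unadjusted p under 0.05. The truncated share of miR166 was 1.23% ± 0.023 (SD, n = 2) in sdn1 sdn2 against 2.10% ± 0.786 (SD, n = 2) in Col (log2 odds ratio −0.74 ± 0.34 SE, edgeR adjusted p = 0.333). For miR165 it was 1.09% ± 0.059 (SD, n = 2) against 2.02% ± 0.928 (SD, n = 2; −0.83 ± 0.39 SE, edgeR adjusted p = 0.333). With the replicate block, on pairs taken from the labels whose deviations correlated by 0.40, the count was also 0, with 2 at an unadjusted p under 0.05. A test of whether the sdn1 sdn2 change differed between the backgrounds found 3 of 18 miRNAs past the threshold, and 4 with the replicate block, all with a lower log2 odds ratio in the hen1 background. miR166 had a difference of log2 odds ratios of −2.89 ± 0.46 (SE, edgeR adjusted p = 0.00351), and miR165 one of −2.21 ± 0.47 (SE, edgeR adjusted p = 0.012).

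The hen1 mutation alone was compared with Col to measure the background of truncation. Of 25 miRNAs, 20 were more truncated in hen1 and none less, with 21 at an unadjusted p under 0.05. The log2 odds ratio was 7.0 ± 0.40 (SE) for miR166 (edgeR adjusted p = 0.000472) and 5.44 ± 0.43 (SE) for miR165 (edgeR adjusted p = 0.000818). Among the others, miR167abd rose by 5.77 ± 0.47 (SE, edgeR adjusted p = 0.000818), miR163 by 4.61 ± 0.41 (SE, edgeR adjusted p = 0.000872) and miR399bc by 4.04 ± 0.70 (SE, edgeR adjusted p = 0.00706). With truncated-only reads 13 were past the threshold, 11 more truncated in hen1 and 2 less, and miR163 changed direction, at −0.74. With the replicate block (pairs from the labels, correlation −0.060), 18 miRNAs were past the threshold.

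Abundance in the same libraries was given in RPM. miR166 stood at 30443 ± 1753 RPM in Col, 44487 ± 5618 in sdn1 sdn2, 7434 ± 3713 in hen1 and 1738 ± 1601 in hen1 sdn1 sdn2 (SD, n = 2 each). miR165 stood at 6419 ± 28.4 RPM, 8517 ± 1046, 550.5 ± 154 and 327 ± 265 in the same order. Between hen1 and Col, 12 of 25 miRNAs were past the threshold, 6 higher and 6 lower in hen1. miR165 fell by 3.54 ± 0.68 (SE) on the log2 scale (edgeR adjusted p = 2.61e-05), miR166 fell by 2.03 ± 0.80 (SE; edgeR adjusted p = 0.0291) and miR168 fell by 1.64 ± 0.48 (SE; edgeR adjusted p = 0.00372). miR393 rose by 4.20 ± 0.51 (SE, edgeR adjusted p = 2.33e-09), miR858a by 2.70 ± 0.46 (SE, edgeR adjusted p = 5.44e-06) and miR162 by 2.52 ± 0.52 (SE, edgeR adjusted p = 7.72e-05). TMM scaling lowered this count to 2, and without an expression filter it was 30. The replicate block (pairs from the labels, correlation 0.27) gave 9, and miR166 was no longer past the threshold (edgeR adjusted p = 0.0501). Between sdn1 sdn2 and Col the count was 0 of 26, with 1 at an unadjusted p under 0.05, and with the replicate block (correlation 0.67) it was 1. The log2 fold changes there were 0.55 ± 0.26 (SE, edgeR adjusted p = 0.625) for miR166, 0.41 ± 0.32 (SE, edgeR adjusted p = 0.771) for miR165 and −0.99 ± 0.53 (SE, edgeR adjusted p = 0.625) for miR168. miR173 stayed under the expression filter in every comparison of total RNA.

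Between hen1 sdn1 sdn2 and hen1, 14 of 18 miRNAs were past the threshold by total reads, and all 14 were lower in hen1 sdn1 sdn2. miR396 fell by 5.27 ± 0.43 (SE) on the log2 scale, miR393 fell by 5.02 ± 0.46 (SE) and miR167abd fell by 4.55 ± 0.31 (SE), each at an edgeR adjusted p of 0.00141. The log2 fold changes of miR166 (−2.10 ± 0.90 SE, edgeR adjusted p = 0.0881), miR168 (−1.44 ± 0.62 SE, edgeR adjusted p = 0.0881) and miR165 (−0.75 ± 0.71 SE, edgeR adjusted p = 0.345) were not past it. These directions changed with the scaling. Reads over 26 nt made up 44.3% and 51.0% of the hen1 sdn1 sdn2 libraries against 12.9% and 19.2% of the hen1 libraries, and whether they account for the change was not tested. Scaled by the sum of miRNA reads, miR165 changed by 1.12 and miR168 by 0.43, neither past the threshold. With DESeq2 miR166 changed by 0.18, and miR165 and miR168 were past the threshold in the opposite direction, at 1.53 (DESeq2 adjusted p = 0.000153) and 0.84 (DESeq2 adjusted p = 0.0316). The pairing of the labels was doubtful here, because same-numbered libraries deviated in opposite directions (correlation −0.68). The replicate block left 7 miRNAs past the threshold, and a block with crossed numbers, added after the data were seen, left 18. In the pairs of the labels miR166 changed by −0.74 and −4.05 and miR165 by 0.22 and −2.24, and in the crossed pairs miR166 changed by −1.81 and −2.99 and miR165 by −0.36 and −1.66.

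The next comparison asked whether more AGO10 changes truncation where HEN1 is intact. In AGO10 OE, 44.0% ± 8.15 (SD, n = 3) of miR166 reads were truncated, against 7.19% ± 4.02 (SD, n = 3) in Col (log2 odds ratio 3.49 ± 0.57 SE, edgeR adjusted p = 0.00895). For miR165 the shares were 23.6% ± 6.77 (SD, n = 3) and 3.67% ± 1.87 (SD, n = 3; 3.11 ± 0.59 SE, edgeR adjusted p = 0.0112). These were the only miRNAs past the threshold among 17 tested, and the largest log2 odds ratio of another miRNA was 1.00, of miR163. With the replicate block, on pairs from the labels whose deviations correlated by 0.66, the same count of 2 was found. The share of reads with an undetermined base was 10.1% in replicates 1 and 2 of both genotypes but 1.57% and 1.61% in replicate 3. The log2 odds difference of miR166 was 4.23 and 3.01 in replicates 1 and 2 and 3.19 in replicate 3, and that of miR165 was 4.08, 2.73 and 2.49.

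No abundance difference between AGO10 OE and Col was detected by this test. Of 17 miRNAs, 0 were past the threshold and 0 had an unadjusted p under 0.05. The reads counted included truncated ones. Full-length reads were 53.9% of miR166 reads in AGO10 OE and 91.5% in Col, and 70.3% and 94.8% for miR165. With full-length reads alone the count was also 0, with 0 at an unadjusted p under 0.05. The paper, however, reports lower miR165/6 in AGO10 OE by northern blot. The count stayed 0 with the replicate block (pairs from the labels, correlation 0.80), with 1 at an unadjusted p under 0.05. miR166 stood at 1326 ± 688 RPM in AGO10 OE and 1388 ± 795 in Col (SD, n = 3 each; log2 fold change −0.066 ± 0.72 SE, edgeR adjusted p = 0.983). miR165 stood at 238 ± 95.5 and 342 ± 189 (−0.53 ± 0.79 SE, edgeR adjusted p = 0.898), and miR168 at 54.4 ± 35.6 and 35.6 ± 12 (0.61 ± 0.68 SE, edgeR adjusted p = 0.898).

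Groups with a single library were described without a test across libraries, with Wilson 95% intervals that cover counting error only. AGO10 OE 4mAGO1 had 37.7% (36.9–38.4) of its pooled miR165 and miR166 reads truncated, namely 40.7% (39.8–41.5) for miR166 and 19.9% (18.3–21.6) for miR165. The miR166 share was within the spread of the AGO10 OE libraries. Counting truncated-only reads moved the pooled share most, to 29.8%. The labels do not define 4mAGO1.

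The I_s and II_f pairs asked whether truncation under AGO10 OE needs SDN1 and SDN2. In seedlings the pooled share was 23.3% (22.7–24) in AGO10 OE and 11% (10.5–11.6) in sdn1 sdn2 AGO10 OE, a log2 odds ratio of −1.30 (−1.40 to −1.20). In inflorescences it was 23.0% (22.6–23.3) and 7.16% (7.06–7.25), a log2 odds ratio of −1.95 (−1.98 to −1.92). The ratio for miR166 was −1.33 in seedlings and −2.06 in inflorescences, and that for miR165 was −0.97 and −0.62. These intervals compare libraries, not genotypes. The seedling libraries also differed in the share of reads with an undetermined base, at 1.12% and 5.66%, so that library and genotype cannot be separated.

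**Figure D2:**
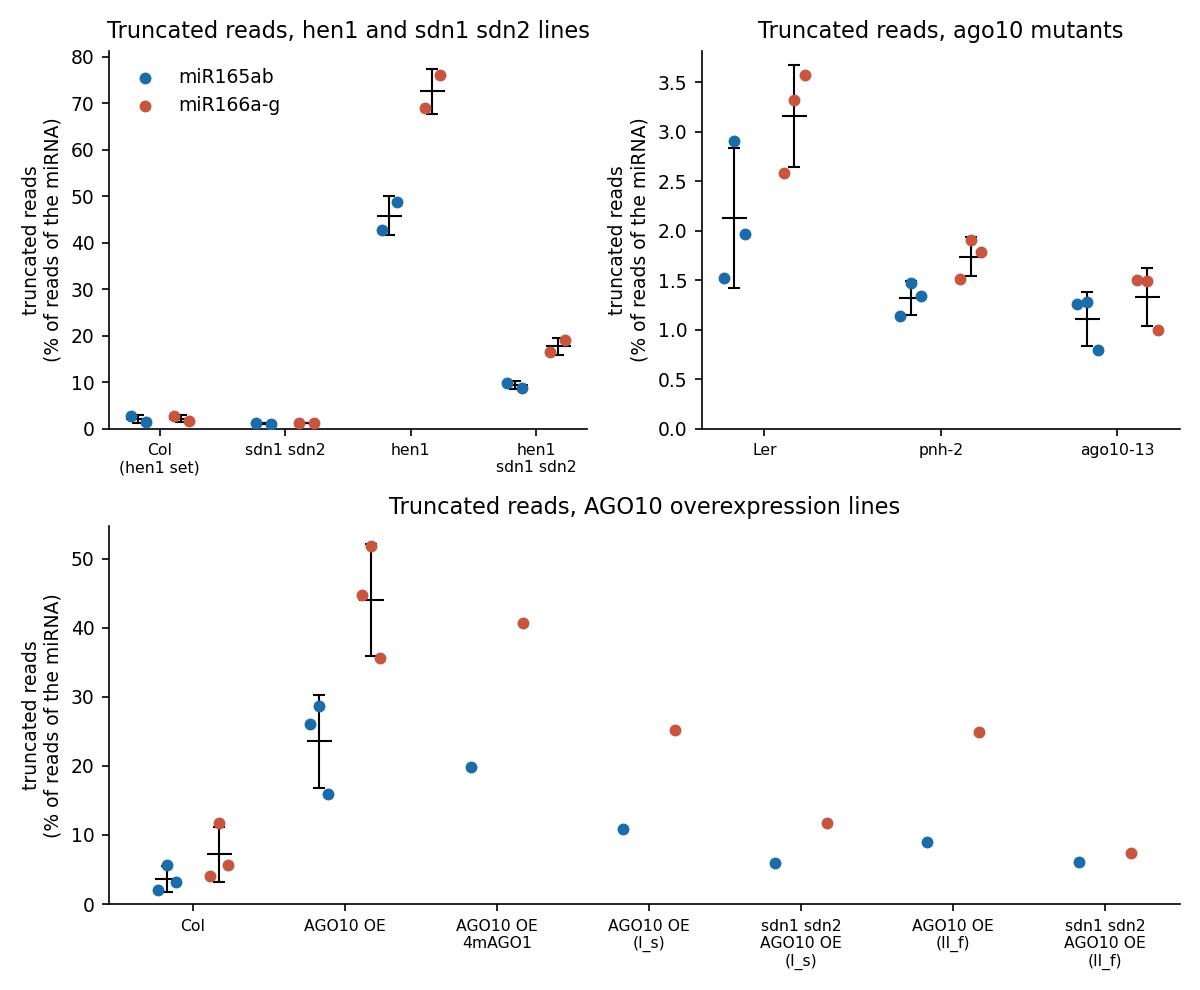
Truncated reads (% of reads of the miRNA) of miR165 and miR166, 1 point per library, with the mean and SD where a group has 2 or 3 libraries, for the hen1 and sdn1 sdn2 lines, the ago10 mutants (on an axis of their own) and the AGO10 OE lines. The miR166 share averages 72.6% in hen1 and 17.7% in hen1 sdn1 sdn2, 44.0% in AGO10 OE and 7.19% in Col, and 3.16% in Ler.

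The immunoprecipitates were compared to learn which miRNAs AGO10 and AGO1 held and in what form. As a share of miRNA reads, miR166 made up 60.3% ± 8.76 (SD, n = 3) in AGO10 and 6.54% ± 4.46 (SD, n = 3) in AGO1 immunoprecipitates (log2 fold change 3.21 ± 0.69 SE, edgeR adjusted p = 0.00428). miR165 made up 23.3% ± 3.29 (SD, n = 3) and 3.65% ± 2.25 (SD, n = 3; 2.67 ± 0.68 SE, edgeR adjusted p = 0.00804). Of 58 miRNAs, 29 were past the threshold, 7 with a larger share in AGO10 and 22 with a smaller one. Because the shares sum to the whole, the gain of miR165 and miR166 lowers those of the others. The share of miR164 fell by 5.74 ± 1.03 (SE) on the log2 scale (edgeR adjusted p = 0.00195), that of miR823 fell by 5.64 ± 0.87 (SE) and that of miR447ab fell by 5.37 ± 0.87 (SE), both at an edgeR adjusted p of 0.00112. miR168 (−1.09 ± 0.74 SE, edgeR adjusted p = 0.214) and miR173 (2.52 ± 1.17 SE, edgeR adjusted p = 0.0831) were not past it, and both changed direction with the scaling, miR168 to 0.58 under TMM and miR173 to −0.90 by total reads. The replicate block (pairs from the labels, correlation 0.41) left 30 miRNAs past the threshold. In the library of AGO10 replicate 1, 2.07% of the reads were 21 nt long and 88.3% were over 26 nt.

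The truncated-only share was higher in the AGO10 immunoprecipitates for 10 of 58 miRNAs, and none was lower past the threshold. At an unadjusted p under 0.05 there were 20, and 51 of the 58 log2 odds ratios were positive. miR319 had 33.2% ± 2.94 against 5.94% ± 1.53 (SD, n = 3; 3.01 ± 0.50 SE, edgeR adjusted p = 0.00263). miR159 had 58.6% ± 10.5 against 23.5% ± 14.7 (SD, n = 3; 2.43 ± 0.74 SE, edgeR adjusted p = 0.0448), and miR161.2 had 88.7% ± 3.94 against 65.2% ± 6.58 (SD, n = 3; 2.12 ± 0.51 SE, edgeR adjusted p = 0.024). For miR166 the shares were 10.9% ± 2.53 and 4.54% ± 2.03 (SD, n = 3; 1.45 ± 0.59 SE, edgeR adjusted p = 0.106), and for miR165 they were 4.79% ± 1.66 and 2.13% ± 0.889 (SD, n = 3; 1.24 ± 0.56 SE, edgeR adjusted p = 0.132). Neither passed the threshold, although every AGO10 library lay above every AGO1 library for both. The replicate block, on pairs from the labels that correlated by 0.21, left 16 miRNAs past it, 15 of them higher in AGO10 and 1 lower.

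**Figure D3:**
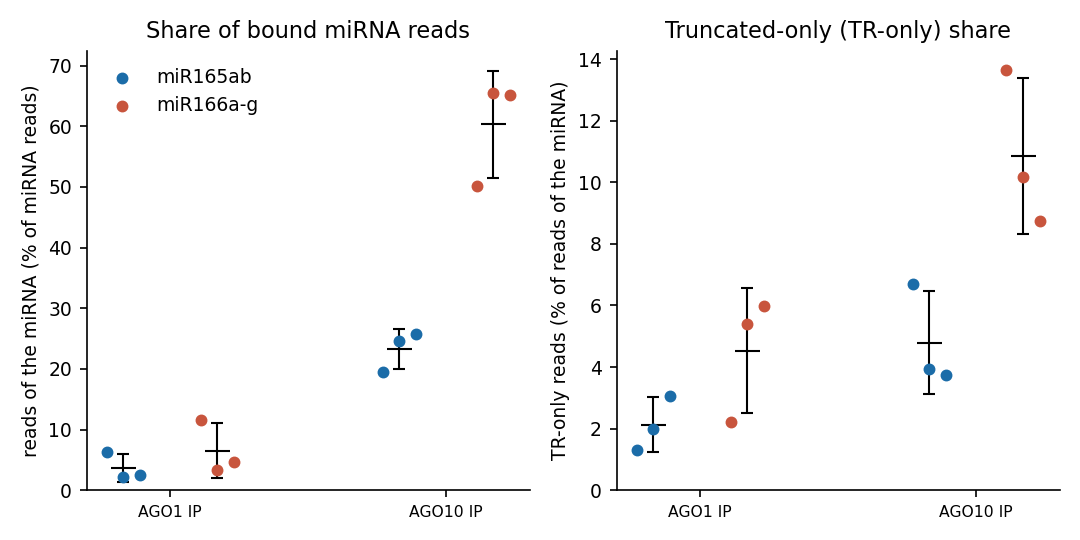
miR165 and miR166 in the AGO1 and AGO10 immunoprecipitates, 1 point per library with the mean and SD of 3, as % of all miRNA reads (left) and as truncated-only (TR-only) reads in % of the reads of the miRNA (right). miR166 averages 60.3% of miRNA reads in AGO10 and 6.54% in AGO1, and its truncated-only share averages 10.9% and 4.54%.

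The barcoded AGO1 immunoprecipitates asked whether AGO10 OE takes miR165 and miR166 from AGO1. Together these made up 1.46% (1.45–1.47) of miRNA reads in Col and 1.49% (1.48–1.5) in AGO10 OE, a log2 ratio of 0.024 (0.011–0.037). Its direction depended on the reads counted, and full-length reads alone gave −0.085. miR166 had 1.01% in Col and 1.05% in AGO10 OE, and miR165 had 0.458% and 0.440%. miR173 had 0.180% and 0.111%, and miR168 had 5.04% and 8.47%, in the same order. With a single library per genotype, these differences were not tested. The paper, however, reports that miR165 and miR166 were substantially reduced in AGO10 OE in this comparison. It names miR173 as the only other miRNA with a similar effect. The lower share of miR173 found here had that direction, while a substantial reduction of miR165 and miR166 was not found.

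The last comparisons asked what the loss of AGO10 does. miR166 stood at 669 ± 325 RPM in Ler, 2020.3 ± 214 in pnh-2 and 2016 ± 205 in ago10-13 (SD, n = 3 each). Its log2 fold change was 1.59 ± 0.30 (SE, edgeR adjusted p = 9.34e-06) in pnh-2 and 1.59 ± 0.32 (SE, edgeR adjusted p = 8.72e-05) in ago10-13. miR165 stood at 173.3 ± 86.0, 334 ± 40.8 and 389 ± 75.3 RPM, with log2 fold changes of 0.95 ± 0.31 (SE, edgeR adjusted p = 0.0168) and 1.17 ± 0.30 (SE, edgeR adjusted p = 0.00227). In pnh-2, 7 of 15 miRNAs were past the threshold and all 7 were higher, among them miR398 (2.69 ± 0.34 SE, edgeR adjusted p = 6.95e-10), miR156 (0.82 ± 0.31 SE, edgeR adjusted p = 0.0346), miR403 (0.78 ± 0.31 SE, edgeR adjusted p = 0.0388) and miR168 (0.83 ± 0.33 SE, edgeR adjusted p = 0.0388). In ago10-13, 8 of 15 were past it and all 8 were higher, among them miR319 (1.07 ± 0.31 SE, edgeR adjusted p = 0.00525), miR168 (1.25 ± 0.41 SE, edgeR adjusted p = 0.0101), miR159 (0.94 ± 0.34 SE) and miR157 (0.85 ± 0.30 SE), the last pair at an edgeR adjusted p of 0.0153. Scaled by the sum of miRNA reads, miR159 and miR157 changed by −0.0029 and −0.066 in ago10-13. There 1 miRNA past the threshold was higher and 1 lower, while in pnh-2 4 were higher and 3 lower. The higher one in ago10-13 was miR166, so the rise of miR165 was not past the threshold with this scaling. As a share of miRNA reads, miR165 had 2.52% ± 0.544 in Ler and 3.12% ± 0.160 in ago10-13 (SD, n = 3 each). With the replicate block (pairs from the labels), 2 miRNAs were past the threshold in pnh-2 (correlation −0.34) and 9 in ago10-13 (correlation −0.38). In pnh-2 the block kept miR166 and miR398, while miR165 (edgeR adjusted p = 0.162), miR156, miR403 and miR168 (each at an edgeR adjusted p of 0.194) were no longer past it.

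**Figure D4:**
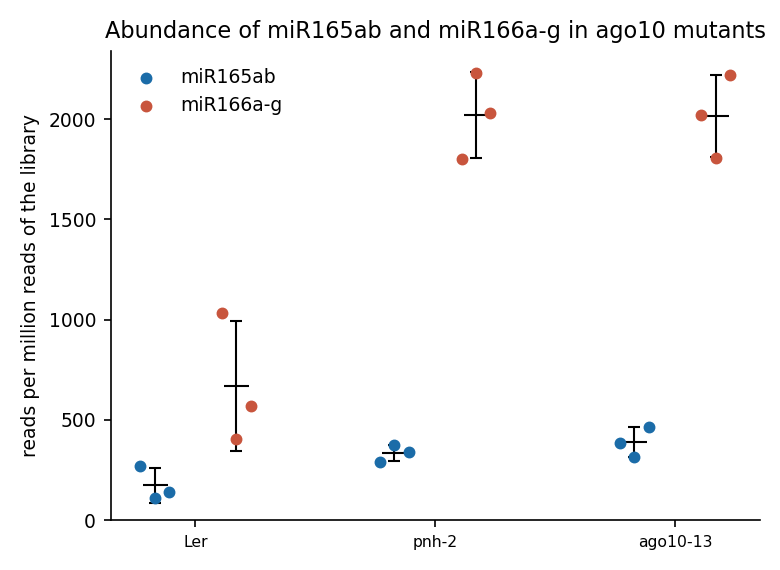
Abundance of miR165 and miR166 (RPM, reads per 1000000 reads of the library) in Ler, pnh-2 and ago10-13 seedlings, 1 point per library with the mean and SD of 3. miR166 averages 669 in Ler, 2020.3 in pnh-2 and 2016 in ago10-13.

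Truncated shares in the ago10 mutants were low. miR166 had 3.16% ± 0.516 in Ler, 1.73% ± 0.199 in pnh-2 and 1.33% ± 0.291 in ago10-13 (SD, n = 3 each), with log2 odds ratios of −0.86 ± 0.15 (SE, edgeR adjusted p = 3.07e-06) and −1.27 ± 0.21 (SE, edgeR adjusted p = 1.92e-06). miR165 had 2.13% ± 0.706, 1.32% ± 0.17 and 1.11% ± 0.275, with log2 odds ratios of −0.57 ± 0.25 (SE, edgeR adjusted p = 0.109) and −0.86 ± 0.27 (SE, edgeR adjusted p = 0.0154). With truncated-only reads, miR165 in pnh-2 changed direction, to 0.12. In pnh-2, 2 of 15 miRNAs were past the threshold, miR166 and, with more truncation, miR161.2 (0.60 ± 0.21 SE, edgeR adjusted p = 0.0492). In ago10-13, 5 of 15 were past it and all 5 fell, among them miR159 (−0.58 ± 0.21 SE, edgeR adjusted p = 0.032) and miR319 (−0.55 ± 0.21 SE, edgeR adjusted p = 0.0378). All 15 log2 odds ratios were negative there, with a median of −0.51, near those of miR159 and miR319. A shift common to all miRNAs was thus not separated from effects on these miRNAs. With the replicate block (pairs from the labels), 1 miRNA was past the threshold in pnh-2 (correlation −0.089) and 4 in ago10-13 (correlation −0.061). The block lost miR161.2 in pnh-2 (edgeR adjusted p = 0.0635) and miR159 in ago10-13 (edgeR adjusted p = 0.132).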

Values the study reported

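The paper reports that in hen1 sdn1 sdn2, compared with hen1, 10 of 23 miRNAs had reduced 3′ truncation. It states that, among the top 20 miRNAs by abundance, miR165 and miR166 alone changed in truncation when AGO10 was overexpressed. In the AGO10 immunoprecipitates it reports a rise of truncated-only species for 16 of 48 miRNAs.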

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

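Of the tests in this part, the one of mixed RNA was chosen before its result was seen, and all others were chosen only after the result was seen.

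The loss of SDN1 and SDN2 changed truncation more in the hen1 background than in the presence of HEN1, by a difference of log2 odds ratios of −2.89 for miR166 and −2.21 for miR165 (edgeR adjusted p = 0.00351 and 0.012). RNA from plants with HEN1 mixed into the hen1 sdn1 sdn2 libraries would also lower truncation there. A mix fitted on 16 other miRNAs contained 12.2% Col reads and predicted truncated shares of 47.8% for miR166 and 19.0% for miR165, against 17.7% and 9.33% measured, which goes against mixing at that level as the whole cause. To reach the measured shares the mix would have to contain 46.7% Col reads by miR166 and 30.3% by miR165. Abundance changes towards Col correlated by 0.46 across 18 miRNAs (Pearson, permutation p = 0.0525), without passing 0.05. The abundance of miR165 and miR166 did not decide it, since the direction of their change between hen1 sdn1 sdn2 and hen1 depended on the scaling, and some mixing was not excluded. Reads with a changed or added last base might be taken for truncated ones, but with truncated-only reads the difference for miR166 was −2.12 and stayed past the threshold (edgeR adjusted p = 0.0172). Another organ in the hen1 sdn1 sdn2 libraries than in the hen1 libraries could not be ruled out. The log2 ratio of miR319 to miR159, which differs between the seedling and inflorescence pairs, differed by only 0.40 between hen1 sdn1 sdn2 and hen1. The 24-nt reads made up 6.29% and 6.80% of the hen1 sdn1 sdn2 libraries but 23.3% and 27.5% of the hen1 libraries. The I_s and II_f libraries of AGO10 OE, with HEN1 intact, had 8.81% and 25.4% of 24-nt reads. Their truncated shares of miR166 were 25.2% and 24.8%. They do not decide on an effect of organ, since they are single libraries of lines the paper gives as independent. The AGO10 OE seedling libraries compared with Col averaged 44.0%. Another composition of the sampled tissue or library was thus not excluded as a contribution, and a role of SDN1 and SDN2 in trimming unmethylated miR165 and miR166 remains a hypothesis beside it.

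Compared with AGO10 OE, abundance was higher in the sdn1 sdn2 AGO10 OE library of inflorescences but changed little in that of seedlings. In inflorescences the log2 change in reads scaled by the library total was 1.94 for miR165 and 1.68 for miR166, while in seedlings it was −0.099 and −0.097. The difference was not tested, since each organ and genotype had 1 library. Scaling by all reads is a candidate explanation for the negative sign in seedlings. As a share of miRNA reads, the seedling changes were 0.041 for miR165 and 0.043 for miR166, against 1.57 and 1.32 in inflorescences. The larger change in inflorescences remained with either scaling, and cannot be told apart from a difference between single libraries. The paper gives the seedling and inflorescence pairs as independent lines, so organ and line cannot be separated either. The seedling libraries also differed in reads with undetermined bases, at 1.12% and 5.66%.

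Reads that carry a T before the first base of miR166, outside the classes compared in the report, amounted to 203% ± 129 (SD, n = 3) of the canonical miR166 reads in the AGO1 immunoprecipitates of AGO10 OE, with a range of 80.2% to 338%. In total RNA they came to 25.2% ± 9.13 (SD, n = 3) in Col. A T precedes the mature sequence at 1 of the 7 miR166 genes, MIR166a, and at 0 of the 2 miR165 genes. If the T were added to finished miRNAs or came from library making, miR165 would carry it as often, but the share for miR166 exceeded that for miR165 by a lowest factor of 814 over these 3 libraries. These reads may therefore come from a start of MIR166a processing 1 base upstream.

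Less binding of the shifted product by AGO10 than by AGO1 is a candidate explanation for its level in the immunoprecipitates. The shifted to canonical ratio was lower in all 3 AGO10 than in all 3 AGO1 immunoprecipitates, at 23.1% ± 4.97 (SD, n = 3), a log2 ratio of −2.92 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allows, Benjamini-Hochberg adjusted 0.125 over 5 comparisons). Other values went against a general preference of AGO1, since the barcoded AGO1 immunoprecipitates had 19.5% (Col) and 12.7% (AGO10 OE). The Col value lay within the range of Col total RNA, 18.2% to 35.5%. The AGO10 OE value lay below the range of AGO10 OE total RNA, 24.2% to 28.3%. The ratio did not differ detectably between AGO10 OE and Col, at 26.4% ± 2.07 and 25.2% ± 9.13 (SD, n = 3 each; log2 ratio 0.12, exact permutation p = 0.7). In seedlings AGO10 might lower canonical miR166 more than the shifted product, since the ratio was lower in all 6 ago10 mutant libraries than in all 3 Ler libraries, with a log2 ratio of −0.63. Ler libraries had 42.4% to 44.9%, pnh-2 libraries 25.1% to 28.3% and ago10-13 libraries 29.9% to 30.6%. The exact permutation p was 0.0119, the smallest this design allows, and 0.0595 after adjustment. No data could have given an adjusted value under 0.05 here, since the other comparisons allow no p under 0.1. The correction therefore decides nothing for this difference. Differences in library making between the immunoprecipitates were not tested, and both ideas remain hypotheses.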

How the results depend on the processing

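No tests of causes were run for this part, and the cause of a change with the processing was not tested. All choices were made before the data were examined, except for tails of any length, the exclusion of templated additions and crossed replicate numbers, which were chosen after seeing the data. The truncation of miR165 and miR166 depended least on the processing, with 235 of 246 alternative values on the same side of the threshold and in the same direction, 9 weaker, 1 stronger and 1 reversed. Of the 988 alternative values of all named miRNAs, 808 were the same, 118 weaker, 17 stronger, 20 moved and 25 reversed. Of the 213 alternative values of the counts and shares, 144 were the same, 51 weaker, 14 stronger, 3 moved and 1 reversed. A count classed as the same could still differ from the main one. For truncation in hen1 against Col, the replicate block gave 18 in place of 20. For abundance in hen1 sdn1 sdn2 against hen1, the crossed block gave 18 in place of 14.

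Truncated-only reads in the truncated class changed the count of miRNAs past the threshold to 13 for hen1 against Col (11 higher, 2 lower), 5 for pnh-2 (2 higher, 3 lower) and 3 for ago10-13, and reversed the log2 odds ratios of miR167abd (0.27) and miR163 (1.13) in hen1 sdn1 sdn2 against hen1, miR163 (−0.74) in hen1 against Col, and miR165 (0.12) in pnh-2. They lowered the pooled share of AGO10 OE 4mAGO1 to 29.8%, while the share of full-length plus truncated reads was 38.6%. With full-length reads as the other class the count was 12 for hen1 sdn1 sdn2 against hen1, 6 for the immunoprecipitates and 1 for pnh-2. For pnh-2 it was also 1 with a minimum match of 17 nt, with limma, with the replicate block, at 1 RPM, at 100 RPM and with tails of any length. limma gave 1 for ago10-13 as well. A filter of 100 RPM left fewer miRNAs to test, and gave 3 of 7 for hen1 sdn1 sdn2 against hen1 and 12 of 12 for hen1 against Col. All groups in 1 fit gave 4 for truncation in hen1 sdn1 sdn2 against hen1, and for abundance 7 in hen1 against Col and 14 in ago10-13. The replicate block gave 16 for truncation in the immunoprecipitates, and for abundance 7 in hen1 sdn1 sdn2 against hen1, 1 in sdn1 sdn2 against Col and 2 in pnh-2.

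The abundance results depended on the scaling. For hen1 sdn1 sdn2 against hen1 the count was 3 under TMM, 5 by the sum of miRNA reads (1 higher, 4 lower) and 9 with DESeq2, of which 6 were higher. There miR165 reversed to 1.26, 1.12 and 1.53, and to 0.46 with full-length reads, miR168 reversed to 0.61, 0.43 and 0.84, and miR166 reversed to 0.18 with DESeq2. TMM gave 2 for hen1 against Col. For ago10-13 TMM, the sum of miRNA reads and DESeq2 gave 2 each, both higher under TMM but 1 higher and 1 lower under the latter pair, which also reversed miR159 (−0.0029 and −0.0048) and miR157 (−0.066 and −0.056). In the immunoprecipitates miR168 reversed to 0.58 under TMM and 0.16 with DESeq2, and miR173 to −0.90 by total reads. A filter of 1 RPM gave 29 for hen1 sdn1 sdn2 against hen1, 27 for hen1 against Col and 18 for ago10-13, no filter gave 50, 30 and 24, and 10 RPM in every immunoprecipitate gave 15. In the barcoded libraries the log2 ratio was 0.18 as a share of all reads, where miR165 reversed to 0.10, and −0.085 with full-length reads, where miR166 reversed to −0.044.

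Leaving out each replicate in turn gave, over 6 fits per comparison, truncation counts of 0 to 2 for AGO10 OE against Col, 1 to 10 for the immunoprecipitates, 1 to 2 for pnh-2 and 1 to 4 for ago10-13. The fit with 0 had 2 miRNAs at an unadjusted p under 0.05. Abundance counts were 0 in all 6 fits for AGO10 OE against Col (0 to 4 at an unadjusted p under 0.05), 13 to 49 for the immunoprecipitates, 2 to 12 for pnh-2 and 1 to 15 for ago10-13. The log2 fold change of miR166 in AGO10 OE ran from −0.58 to 0.50, with reversed values of 0.16, 0.11 and 0.50, and that of miR173 in the immunoprecipitates from −0.33 to 3.34. In the hen1 experiment a fit without a replicate leaves 1 library in a group, so only effects were taken. There the log2 odds ratio of miR166 in hen1 sdn1 sdn2 against hen1 ran from −3.89 to −3.38 and that of miR165 from −3.21 to −2.86. Other ranges were wider. In sdn1 sdn2 against Col the log2 odds ratio ran from −1.14 to −0.34 for miR166 and from −1.33 to −0.33 for miR165. The log2 fold change of abundance in hen1 sdn1 sdn2 against hen1 ran from −3.62 to −1.37 for miR166 and from −1.98 to −0.096 for miR165. Not every alternative was run for every result. A match of 13 nt, a filter of 100 RPM and tails of any length were not applied to abundance, and the immunoprecipitates had no further group for a fit of all groups. miR173 stayed under 10 RPM in at least 1 library of each comparison of total RNA and was not tested there.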

Other observations

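Of the tests in this part, the one of 18-nt reads was chosen before its result was seen, and all others were chosen only after the result was seen.

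In AGO10 OE against Col, libraries of replicates 1 and 2 had far more reads with undetermined bases than replicate 3, which might reflect different batches. The difference in truncation of miR165 and miR166 was higher in AGO10 OE in each same-numbered pair, with a smallest log2 odds difference of 2.49, which goes against such batches as its cause.

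The number of miRNAs past the threshold was compared with that of other splits of the same 6 libraries into groups of 3, of which 4 part all same-numbered pairs, the real one included. For truncation, 1 of the 4 splits that part the same-numbered pairs gave as many as the real one for AGO10 OE against Col (2), for the immunoprecipitates (10), for pnh-2 (2) and for ago10-13 (5), that is, the real one alone. For abundance it was 1 of the 4 splits for the immunoprecipitates (29), pnh-2 (7) and ago10-13 (8), and 4 of the 4 for AGO10 OE against Col, where the real count was 0, with 0 at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so these counts cannot rule out chance. The other 6 splits keep a same-numbered pair together. The highest count among them was 1 for truncation in pnh-2, 1 for abundance in AGO10 OE against Col, 7 for truncation in AGO10 OE against Col, and 0 for the remaining comparisons. The 7 came from the split that put AGO10 OE replicates 1 and 2 with Col replicate 2, all among the libraries with more undetermined bases, while the split with Col replicate 1 in its place gave 0, with 0 at an unadjusted p under 0.05.

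A lower share of miRNA reads in the Ler libraries might raise miR166 in the ago10 mutants. Scaled by the sum of miRNA reads, the smaller of the log2 changes in the mutants was 0.74 and both stayed past the threshold, so that this does not account for the whole rise.

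In the barcoded AGO1 immunoprecipitates, 62.1% (Col) and 82.1% (AGO10 OE) of the truncated-only miR166 reads were 18 nt long, the shortest length in the data, against 3.35% in the other AGO1 immunoprecipitates. Library making or trimming is a candidate cause, since the share of 18-nt reads was also higher in both barcoded libraries for 81.8% of the other 21-nt miRNAs, 9 of 11. The medians of those were 4.37% and 4.13%, against 0.559% to 0.564%, so that the typical rise was much smaller than that of miR166. High shares were also found for miR157 (89.0% and 87.5%) and miR162 (75.1% and 70.4%). For miR165 the shares were 53.0% and 74.7%, against 12.7% to 20.5% in the other AGO1 immunoprecipitates. The share rose from Col to AGO10 OE for miR166 and miR165 but fell for miR157 and miR162.

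The Col, sdn1 sdn2 and hen1 libraries of the hen1 experiment had 23.3% to 33.8% of 24-nt reads, against 5.18% to 8.81% in the 18 other seedling libraries of total RNA and 25.4% and 27.5% in the inflorescence libraries. Another organ or age is a possible explanation. The log2 ratio of miR319 to miR159 lay above that of every other seedling library in 8 of the 8 libraries of the hen1 experiment, among them the hen1 sdn1 sdn2 libraries with 6.29% and 6.80% of 24-nt reads. The marker therefore does not follow the 24-nt share, and organ, age and library making cannot be told apart.

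In the immunoprecipitates, 10 of 58 miRNAs had a truncated-only share that was higher in AGO10 past the threshold. The study reports a larger number of miRNAs. With the replicate block, 15 were higher in AGO10 and 1 lower. Both counts rest on adjusted p-values, whereas the paper names a p-value cutoff of 0.05 and describes no adjustment, on a smaller set of miRNAs. The counts are therefore not alike in threshold. Without the block, 20 of the 58 had an unadjusted p under 0.05, counted in either direction.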
